# Curcumin and Andrographis Exhibit Anti-Tumor Effects in Colorectal Cancer via Activation of Ferroptosis and Dual Suppression of Glutathione Peroxidase-4 and Ferroptosis Suppressor Protein-1

**DOI:** 10.3390/ph16030383

**Published:** 2023-03-02

**Authors:** Katsuki Miyazaki, Caiming Xu, Mitsuo Shimada, Ajay Goel

**Keywords:** curcumin, andrographis, glutathione peroxidase 4, ferroptosis suppressor protein 1, natural products, colorectal cancer

## Abstract

Colorectal cancer (CRC) is the leading cause of cancer-related deaths worldwide. The limitations of current chemotherapeutic drugs in CRC include their toxicity, side effects, and exorbitant costs. To assess these unmet needs in CRC treatment, several naturally occurring compounds, including curcumin and andrographis, have gained increasing attention due to their multi-targeted functionality and safety vs. conventional drugs. In the current study, we revealed that a combination of curcumin and andrographis exhibited superior anti-tumor effects by inhibiting cell proliferation, invasion, colony formation, and inducing apoptosis. Genome-wide transcriptomic expression profiling analysis revealed that curcumin and andrographis activated the ferroptosis pathway. Moreover, we confirmed the gene and protein expression of glutathione peroxidase 4 (GPX-4) and ferroptosis suppressor protein 1 (FSP-1), the two major negative regulators of ferroptosis, were downregulated by this combined treatment. With this regimen, we also observed that intracellular accumulation of reactive oxygen species and lipid peroxides were induced in CRC cells. These cell line findings were validated in patient-derived organoids. In conclusion, our study revealed that combined treatment with curcumin and andrographis exhibited anti-tumorigenic effects in CRC cells through activation of ferroptosis and by dual suppression of GPX-4 and FSP-1, which have significant potential implications for the adjunctive treatment of CRC patients.

## 1. Introduction

Colorectal cancer (CRC) is the third most common malignancy and the second leading cause of cancer-related deaths worldwide [1]. Although population-based screening programs have contributed to an increased number of cases diagnosed with early-stage CRC [2], more than 20% of patients still have distant metastases at the time of diagnosis, and their 5 year survival rates are less than 15% [3,4]. Even among the patients without metastatic disease, ~40% experience recurrence after initial treatment [4]. Although resection can cure a smaller subset of patients with metastatic disease, systemic chemotherapy remains the primary treatment for metastatic and recurrent CRC [4]. Depending on the tumor’s molecular subtype, several chemotherapeutic options are available for patients with metastatic CRC. To prevent drug resistance, most chemotherapeutic regimens use a combination of multiple anti-tumor drugs. However, the acquisition of drug resistance remains one of the primary causes of tumor progression. Moreover, additional limitations of currently used combinatorial therapeutic modalities include drug toxicity, off-target side effects, and exorbitant costs. To overcome these unmet clinical challenges for patients with CRC, there is an imperative need to identify and evaluate other safe and cost-effective modalities that can be used as potential adjunctive and integrative medicine approaches [5,6].

Several naturally occurring, botanical-driven compounds have recently been scientifically interrogated, offering multi-targeted and safer therapeutic options vis-a-vis conventional cancer chemotherapy [5,7,8]. Among these, curcumin, extracted from Curcuma longa, is one of the most studied compounds due to its potent anti-cancer activity in various human cancers [6,7,8]. Curcumin acts as a chemo-sensitizer against various anti-tumor therapies but simultaneously has protective effects on normal organs [8,9,10,11]. We have previously reported the anti-tumor effects of curcumin on CRC via epigenetic changes, including DNA methylation, gene expression, and miRNA expression, all of which can modulate malignancy and the tumor microenvironment [10,12,13,14]. In addition, recent evidence suggests that curcumin’s anti-tumor activity may partly be mediated via ferroptosis [15,16,17].

Ferroptosis is a unique type of programmed cell death process that depends on the intracellular accumulation of iron, followed by enhanced production of reactive oxygen species (ROS) and lipid peroxides, eventually promoting iron-dependent cell death in cancer cells [5,18,19]. Recently, ferroptosis has been considered an endogenous anticancer mechanism and is actively being studied to develop novel therapeutic targets in cancer [5]. In this context, curcumin and other naturally-occurring botanicals have also been shown to be ferroptosis inducers in cancer cells [5,16,20,21,22]. We previously reported that andrographis, an active compound derived from the Chinese herbal medicine andrographis paniculate, exhibited anti-tumor activity in gastric and CRC via the activation of the ferroptosis pathway [21,22,23,24,25]. Based on these studies, data suggest that curcumin and andrographis exhibit an anti-tumor effect in cancer by activating the ferroptosis pathway. However, the detailed mechanism of ferroptosis induced by these botanicals remains unclear. Therefore, we hypothesized that a combination treatment using curcumin and andrographis might synergistically enhance their anti-tumor potential through increased ferroptosis. We also investigated how these compounds mediate key genes involved in the ferroptosis pathway.

Accordingly, the present study revealed that such a combination treatment exhibited promising anti-cancer synergistic effects in CRC cells and patient-derived 3D tumor organoids. Furthermore, genome-wide transcriptomic profiling analysis demonstrated that the combined treatment with curcumin and andrographis resulted in the induction of ferroptosis in CRC cells, which is in part mediated by the dual suppression of glutathione peroxidase 4 (GPX-4) and ferroptosis suppressor protein 1 (FSP-1), the major negative regulators of ferroptosis [26,27,28].

## 2. Results

### 2.1. Curcumin and Andrographis Combined Treatment Exhibited Anti-Tumor Effects in Colon Cancer Cells via Inhibition of Proliferation, Colony Formation, and Induction of Apoptosis

The current study examined the anti-tumor effects of curcumin, andrographis, and their combination treatment in CRC cells. In line with our previous studies, cell viability assays for individual compounds revealed that curcumin and andrographis exhibited an anti-proliferative effect in SW480 and HCT116 cell lines in a dose-dependent manner (Figure 1A,B). Curcumin’s half-maximal inhibitory concentration (IC_50_) was about 4 μg/mL in both cell lines, and the IC_50_ of andrographis was approximately 40 μg/mL in both cells. From these results, the ratio of curcumin to andrographis in combination treatment was determined to be 1:10 (Figure 1C). In both cell lines, the combined treatment with curcumin and andrographis showed the most potent antiproliferative effects, and the IC_50s_ of the combined treatment were curcumin, 3.0 μg/mL, and andrographis, 30.0 μg/mL, in SW480, and curcumin, 2.4 μg/mL, and andrographis, 24.0 μg/mL, in HCT116. We used these concentrations for all subsequent experiments.

The cell viability experiments showed that curcumin and andrographis exhibited anti-proliferative effects; their combination treatment revealed the most potent anti-proliferative effects. Next, we evaluated the impact of these compounds on the malignant potential of CRC cells. Regarding colony formation ability, individual treatments with curcumin and andrographis significantly reduced colonies in both SW480 (reduction rate; curcumin: 46%, and andrographis: 60%) and HCT116 (reduction rate; curcumin: 59%, and andrographis: 49%; Figure 1D). However, the combination treatment was significantly more potent and reduced more than 75% of colonies in both cell lines, and this effect was more pronounced than the efficacy of the individual compounds (SW480: curcumin vs. combination, *p* = 0.02; andrographis vs. combination, *p* < 0.05; HCT116: curcumin vs. combination, *p* < 0.05; andrographis vs. combination, *p* = 0.02; Figure 1D).

We also evaluated the invasion ability of cancer cells, and the relative invasion of the cells was significantly decreased in both curcumin (76% in SW480, 45% in HCT116) and andrographis (67% in SW480, 56% in HCT116) treated cell lines (Figure 2A). More importantly, the combination treatment further dramatically reduced invaded cells to 15% in SW480 and 14% in HCT116 cells (Figure 2A). The apoptotic cell population after treatment was examined by an annexin V assay, and we observed a reduction in the number of viable cell rates and an increase in the fraction of the apoptotic cell population with each compound and their combination (Figure 2B). As was the case for other assays, the combination treatment led to a significant increase in the number of apoptotic cells vs. the treatment with curcumin or andrographis individually in both SW480 (curcumin vs. combination, 15.2% vs. 41.4%, *p* < 0.01; andrographis vs. combination, 15.0% vs. 41.1%, *p* < 0.01) and HCT116 cell lines (curcumin vs. combination, 12.3% vs. 20.1%, *p* < 0.01; andrographis vs. combination, 8.5% vs. 20.1%, *p* < 0.01; Figure 2B). These results highlight that a combination treatment exhibited more promising anti-tumor effects in CRC compared to the individual treatment with curcumin or andrographis.

### 2.2. Combined Treatment with Curcumin and Andrographis: Activating the Ferroptosis Pathway by Dual Suppression of GPX-4 and FSP-1 in Colon Cancer Cells

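Gene expression was profiled by RNA sequencing in 16 libraries from 2 experiments, 1 per compound, each with 8 libraries. Within an experiment, SW480 and HCT116 cell lines were treated for 16 h and compared with the control libraries of the same experiment and cell line, with 2 libraries per group. The paper's methods describe assays in triplicate, while 2 libraries per group were analysed here. The RNA sequencing paragraph of the paper names no concentration. By its statement on all subsequent experiments, curcumin was at 3.0 µg/mL in SW480 and 2.4 µg/mL in HCT116, and andrographis at 30.0 and 24.0 µg/mL. Total RNA was converted to libraries with a TruSeq RNA kit and sequenced as paired-end 150 bp reads, according to the paper. In the andrographis table the columns carry the letters A and D. They were read as andrographis and DMSO control, and the direction of every andrographis change rests on that reading.

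The authors supplied 1 table per experiment with log2(value + 1) per gene and library, and their processing notes name STAR and Partek. In low microRNA genes, the only genes checked, the values took whole multiples of 1 step per gene, as FPKM values do, so 2 to the power of the value minus 1 is called FPKM here. The steps gave the approximate depth of each library. In the curcumin experiment this was 15.67 M (megareads) and 21.74 M for SW480 control, 9.4 M and 23.11 M for SW480 curcumin, 20.77 M and 17.77 M for HCT116 control, and 21.64 M and 10.36 M for HCT116 curcumin. In the andrographis experiment it was 18.58 M and 32.27 M for SW480 control, 26.1 M and 15.69 M for SW480 andrographis, 23.01 M and 19.8 M for HCT116 control, and 29.2 M and 26.26 M for HCT116 andrographis.

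Each experiment was fitted on its own with limma on the log2(FPKM + 1) values of its 8 libraries, over genes with at least 1 FPKM in at least 2 libraries. Fold changes are on this scale, which understates the change of low genes. The tables were normalized separately, so levels were compared between experiments only to ask whether their libraries hold the same kinds of RNA. Genes were counted at the threshold of the paper (p < 0.05 and |log2 fold change| > 0.5) and again with the p-value adjusted by Benjamini-Hochberg. These thresholds, the gene lists and the rule for naming genes were fixed before the data were examined. Nothing in the sources used here says that the 2 libraries of a group came from separate cultures, so the p-values measure the spread between these libraries only.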

Next, to identify the molecular pathways responsible for the anti-cancer effects of curcumin and andrographis, we performed genome-wide expression profiling in SW480 and HCT116 cells treated with these two botanicals. 

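Curcumin changed a small set of genes, among them stress and antioxidant genes that rose in both cell lines. UPP1, which encodes uridine phosphorylase, rose most among protein-coding genes of SW480 cells, from 9.15 ± 0.105 to 26.3 ± 3.36 FPKM (mean ± SD, n = 2; log2 fold change 1.42, SE 0.09). In HCT116 cells it rose from 4.29 ± 0.289 to 13.4 ± 0.114 FPKM (1.44, SE 0.09). In SW480 cells the iron-siderophore binding protein LCN2 rose by 1.04 (SE 0.10), and the secreted decoy receptor TNFRSF11B fell by 0.80 (SE 0.07). In HCT116 cells the vitamin D hydroxylase CYP24A1 fell by 0.68 (SE 0.06) and the secretory granule protein SCG2 by 0.65 (SE 0.05).

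Of 16341 genes tested, 318 passed the threshold of the paper in SW480 cells (110 up, 208 down) and 302 in HCT116 cells (148 up, 154 down). With the adjusted p-value, 43 (17 up, 26 down) and 25 (14 up, 11 down) remained, and 5 of them were shared by both lines, all in the same direction. Most genes at the threshold of the paper, 218 in SW480 and 237 in HCT116 cells, were not protein-coding. The larger direction turned with the method: it was up in HCT116 cells with libraries scaled to the same median (180 up, 137 down) and in SW480 cells with a pseudocount of 10 (19 up, 14 down), and in HCT116 cells it was 336 up and 119 down without control replicate 1 and 182 up and 478 down without control replicate 2. The adjusted split turned as well, for example to 28 up and 25 down in SW480 cells with a filter at 10 FPKM and to 15 up and 25 down in HCT116 cells with no filter. In an HCT116 comparison simulated with no changed gene, 216 genes passed the threshold of the paper and 0 passed by limma with the adjusted p-value. The simulation drew on the level and spread of each gene. False calls from deviations that many genes of a library share may not be covered by it. The counts at the threshold of the paper were 533 and 467 with a pseudocount of 0.1 and 33 and 24 with a pseudocount of 10. Leaving out any 1 library left at most 1 gene in SW480 cells (without treated replicate 1) and 0 in HCT116 cells (for example without control replicate 1). With the replicate number as a block, 0 genes passed by limma in either line. No gene passed the limma test of a difference between the cell lines (0 genes, against 1341 at unadjusted p < 0.05).

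NRF2 target genes, the antioxidant response, moved in 1 direction. Of 28 tested, 4 rose and 0 fell in SW480 cells, and 6 rose and 0 fell in HCT116 cells, or 17 and 20 up when adjusted over the list alone. The thioredoxin reductase TXNRD1 was among those that rose in SW480 cells, and the quinone reductase NQO1 rose in both lines. The list was called by camera in limma (adjusted p = 3.7e-17 in SW480 and 8.1e-18 in HCT116), with adjusted p = 0.173 and 0.136 with an estimated correlation between genes.

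Genes of the integrated stress response, driven by ATF4 and CHOP, were also higher in both lines. Of 24 tested, 2 rose in SW480 cells and 1 in HCT116 cells, or 13 up with 0 down and 13 up with 1 down when adjusted over the list alone. PPP1R15A, which reverses the translation block of this response, went from 39.8 ± 1.25 to 74.7 ± 3.61 FPKM in SW480 cells (0.89, SE 0.07) and rose by 0.66 (SE 0.07) in HCT116 cells. The list was called by camera in limma (adjusted p = 7.8e-16 in SW480 and 1.4e-08 in HCT116), and not with an estimated correlation (adjusted p = 0.173 and 0.262).

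Genes of cholesterol synthesis shifted down slightly in both lines, with a median log2 fold change of -0.18. None of the 23 tested passed over all genes by limma, and 9 fell in each line when adjusted over the list alone. The camera test in limma gave adjusted p = 4.7e-09 in SW480 and 3.2e-11 in HCT116, against adjusted p = 0.232 and 0.209 with an estimated correlation. Mitosis genes went apart between the lines. In HCT116 cells AURKA and BUB1, a mitotic kinase and a spindle checkpoint kinase, rose by 0.45 (SE 0.05) and 0.43 (SE 0.05), and the 24 genes had a median of 0.28, with 15 up when adjusted over the list alone. The SW480 median was -0.16 and none passed over all genes or over the list alone. The limma test of the difference on this list gave adjusted p = 5.0e-22 by camera and adjusted p = 0.254 with an estimated correlation. Wnt target genes were lower in SW480 cells, where 2 of 18 fell (9 over the list alone), APCDD1 and TNFRSF19, a Wnt antagonist and a TNF receptor. That list was called by camera in limma (adjusted p = 4.4e-07) and not with an estimated correlation (adjusted p = 0.173). In HCT116 cells none passed over all genes by limma, and 3 fell and 1 rose over the list alone. Camera in limma called the Wnt target list lower there too (adjusted p = 0.0173), but not with an estimated correlation (adjusted p = 0.395), without control replicate 2 (adjusted p = 0.177) or without treated replicate 1 (adjusted p = 0.0805).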

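With andrographis many more genes passed, led by the antioxidant response in both cell lines and by p53 targets in HCT116 cells alone. Each compound had its own experiment, with different kinds of RNA in the libraries and different numbers of genes tested. The higher count can therefore not be credited to the compound. In SW480 cells the thioredoxin reductase TXNRD1 rose from 31.6 ± 4.02 to 164 ± 4.55 FPKM (mean ± SD, n = 2; log2 fold change 2.35, SE 0.13). The aldo-keto reductase AKR1B10 and the cytochrome CYP4F11 rose in HCT116 cells by 3.13 (SE 0.10) and 3.23 (SE 0.16). The largest fall of a protein-coding gene other than histones in HCT116 cells was that of DUSP6, a phosphatase of ERK, from 115 ± 1.55 to 26.1 ± 0.268 FPKM (-2.10, SE 0.19).

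Of 12811 genes tested, 1508 passed the threshold of the paper in SW480 cells (661 up, 847 down) and 1177 in HCT116 cells (535 up, 642 down). With the adjusted p-value, 812 (347 up, 465 down) and 726 (318 up, 408 down) remained, of which 126 were shared by both lines and 109 of these in the same direction. Of the genes at the threshold of the paper, 104 in SW480 and 68 in HCT116 cells were not protein-coding. The larger direction turned here too, to 775 up and 733 down in SW480 cells with libraries scaled to the same median, and to 363 up and 244 down in HCT116 cells with a filter at 10 FPKM. With the adjusted p-value it turned to 411 up and 393 down in SW480 cells without treated replicate 2 and to 234 up and 152 down in HCT116 cells with that filter. In an HCT116 comparison simulated with no changed gene, 196 passed the threshold of the paper and 1 with the adjusted p-value, with the same limit as for curcumin. A pseudocount of 0.1 or 10 gave 2298 or 350 genes at the threshold of the paper in SW480 cells, and 1726 or 251 in HCT116 cells. The adjusted counts moved with single libraries, from 108 (without control replicate 2) to 2192 (without treated replicate 1) in SW480 cells and from 44 (without control replicate 2) to 72 (without control replicate 1) in HCT116 cells. With the replicate number as a block they were 1465 and 1120.

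Of 33 NRF2 targets tested, 24 rose and 0 fell in SW480 cells and 22 rose and 1 fell in HCT116 cells, or 28 up with 1 down and 26 up with 1 down over the list alone. OSGIN1, an oxidative stress growth inhibitor, rose by 1.80 (SE 0.18) and 2.85 (SE 0.18). The glutathione reductase GSR rose by 1.49 (SE 0.17) in SW480 cells, and the member that fell in HCT116 cells was the organic anion exporter ABCC2. The camera test in limma gave adjusted p = 2.3e-24 and 3.8e-24, and adjusted p = 0.0071 and 0.0072 with an estimated correlation.

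In HCT116 cells 13 of 24 p53 targets rose and 0 fell (18 up and 1 down over the list alone). The cell cycle inhibitor CDKN1A went from 32.7 ± 3.51 to 129 ± 4.36 FPKM (1.95, SE 0.12), the cytokine GDF15 from 85.1 ± 3.74 to 317 ± 9.74 FPKM and the apoptosis effector BAX from 16.3 ± 0.933 to 37.6 ± 1.77 FPKM. In SW480 cells 0 rose and 2 fell, the stress protein SESN2 by 0.69 (SE 0.13) and PHLDA3, an AKT repressor, by 0.64 (SE 0.11). The list was called in HCT116 cells (adjusted p = 1.3e-11 by camera in limma, adjusted p = 0.0173 with an estimated correlation) and not in SW480 cells (adjusted p = 0.438), where fry in limma called it lower (adjusted p = 0.0117). The test of the difference between the lines gave adjusted p = 1.6e-11 by camera in limma and adjusted p = 0.0334 with an estimated correlation.

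Wnt target genes fell in SW480 cells, where 7 of 18 fell and 0 rose (12 down and 2 up over the list alone). NOTUM, a secreted Wnt deacylase, went from 44.4 ± 0.57 to 11.7 ± 0.191 FPKM, and the stem cell factor ASCL2 fell by 1.30 (SE 0.10). DNA replication genes rose in SW480 cells, with 8 of 30 up and 0 down (12 up over the list alone). MCM2 of the replicative helicase rose by 0.95 (SE 0.11) and ORC1 of the origin recognition complex by 0.97 (SE 0.11). Camera in limma called the Wnt list (adjusted p = 8.7e-06) and the replication list (adjusted p = 1.5e-08), and neither with an estimated correlation (adjusted p = 0.174 and 0.0798). In HCT116 cells 4 of 21 hypoxia and glycolysis genes fell and 0 rose (9 down over the list alone), among them the glycolytic regulator PFKFB4 by 1.08 (SE 0.14) and the mitophagy receptor BNIP3 by 1.00 (SE 0.10). That list had adjusted p = 2.7e-06 by camera in limma and adjusted p = 0.137 with an estimated correlation. In SW480 cells 2 of these genes rose and 1 fell (5 up and 3 down over the list alone), and camera in limma put the list higher (adjusted p = 0.0369, and adjusted p = 0.357 with an estimated correlation). That call was lost with a filter at 10 FPKM, without control replicate 2 and without treated replicate 1 (limma adjusted p above 0.05 in each).

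The response differed between the cell lines at 302 genes by the limma interaction test with the adjusted p-value, 133 higher in SW480 and 169 higher in HCT116. This count ran from 3 (without HCT116 control replicate 2) to 1828 (without SW480 treated replicate 1).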

First, we identified all differentially expressed genes (|log FC| > 0.5 and *p* < 0.05) between untreated and treated cells and selected the common genes that were differentially expressed among curcumin and andrographis treatments (Figure 3A,B; left chart). 

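The genes changed by both compounds were mostly changed in the same direction, and they differed between the cell lines. In SW480 cells they were mainly genes that fell: the myosin MYH7B by 1.48 (SE 0.09) with curcumin and from 9.80 ± 1.21 to 2.81 ± 0.196 FPKM (mean ± SD, n = 2) with andrographis, the Wnt antagonist DKK4 by 1.20 (SE 0.15) and 2.08 (SE 0.23) with the 2 compounds, and the Wnt target APCDD1 by 0.72 (SE 0.05) and 1.63 (SE 0.13). The quinone reductase NQO1 rose by 0.74 (SE 0.09) and 1.43 (SE 0.11). In HCT116 cells NQO1 rose by 1.04 (SE 0.09) and 1.55 (SE 0.11), and the iron-binding pirin PIR by 0.93 (SE 0.10) and 1.04 (SE 0.11). The kinase subunit PRKACB fell by 0.71 (SE 0.08) and 1.23 (SE 0.15), and the transcription factor SOX4 by 0.53 (SE 0.05) and 1.77 (SE 0.21).

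Of 11319 named genes tested in both experiments, 103 in SW480 cells passed the threshold of the paper with curcumin and 1339 with andrographis, and 54 passed with both, where 12.2 were expected by chance (Fisher's exact test p = 7.0e-24). Of the 54, 8 were up with both, 37 down with both and 9 opposite. In HCT116 cells 88 and 985 genes passed and 45 passed with both, where 7.66 were expected (Fisher's exact test p = 5.0e-25). Of these, 20 were up with both, 19 down with both and 6 opposite. The growth factor BDNF was lower with both compounds in both lines.

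With the adjusted p-value, 20 genes were common in SW480 cells (3 up with both, 15 down with both, 2 opposite) and 12 in HCT116 cells (6 up, 4 down, 2 opposite). CPA4, a carboxypeptidase, was one of the opposite genes in HCT116 cells: it fell by 0.81 (SE 0.06) with curcumin and rose from 1.26 ± 0.234 to 22.9 ± 0.729 FPKM with andrographis. The lysosomal protein LAMP3 of SW480 cells rose by 0.96 (SE 0.09) with curcumin and was 0.87 lower with andrographis. The common counts at the threshold of the paper were 106 and 82 with a pseudocount of 0.1, 14 and 11 with a pseudocount of 10, and 26 in each line with a filter at 10 FPKM. The adjusted counts did not hold when a curcumin library was left out: both were 0, for example, without curcumin experiment control replicate 1, and at most 22 in SW480 cells (without andrographis experiment treated replicate 1) and 5 in HCT116 cells (without andrographis experiment control replicate 1) among all libraries. With the replicate number as a block both were also 0. Only 110 of the 318 SW480 and 96 of the 302 HCT116 genes called with curcumin were tested in the andrographis experiment, so a gene called with curcumin alone may not have been measured with andrographis. Across all genes the changes with the compounds were weakly related, with a correlation of 0.23 in SW480 and 0.30 in HCT116 cells.

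**Figure D1:**
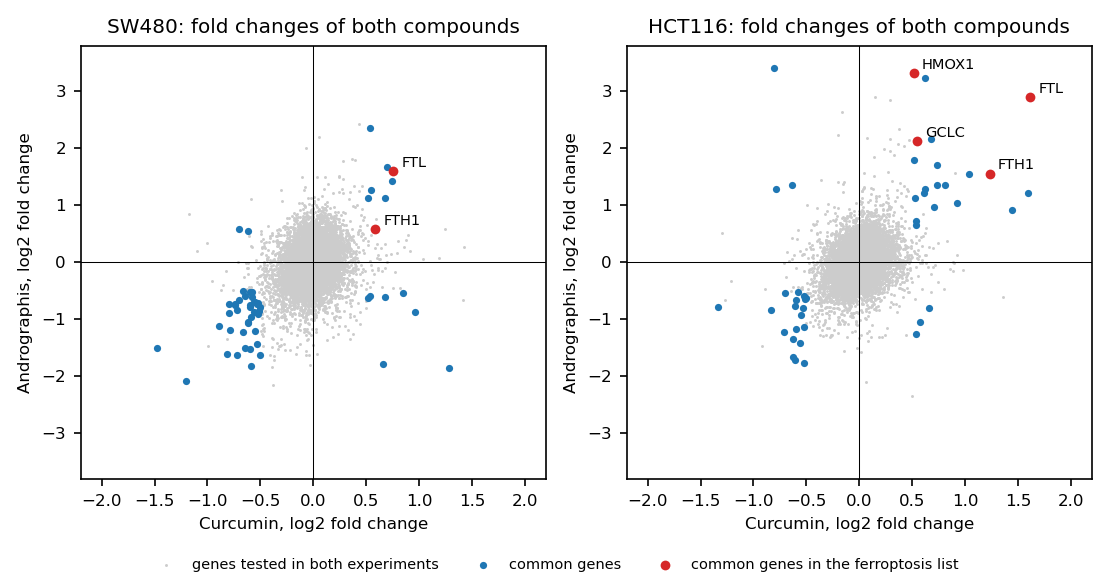
Log2 fold change of each gene with curcumin (x axis) against andrographis (y axis) in SW480 and HCT116 cells, on the log2(FPKM + 1) scale, for genes tested in both experiments (gray). Genes passing the threshold of the paper with both compounds are blue and those of the ferroptosis list red. Most colored points lie where both compounds move a gene the same way, and the ferroptosis genes lie on the side where both raise it.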

We noticed 174 genes in SW480 and 179 genes in HCT 116 cells that were commonly expressed following treatment with these two compounds. Second, we undertook the gene ontology analysis of these differentially expressed genes using KEGG pathway analysis. Interestingly, the pathway with the highest fold enrichment in two cell lines was common, the ferroptosis pathway (fold enrichment: 9.2 in SW480 and 14.4 in HCT116; Figure 3A,B; exemplary chart). These analyses suggested that curcumin and andrographis can modulate and activate the ferroptosis pathway, and this molecular pathway might be one of the primary mediators of their anti-cancer efficacy in the combination treatment group.

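The ferroptosis genes changed by both compounds were the 2 ferritin subunits in SW480 cells, and the ferritins with GCLC and HMOX1 in HCT116 cells, all higher after treatment. Ferritin stores iron, GCLC makes the first step of glutathione synthesis and HMOX1 degrades heme. In HCT116 cells the ferritin light chain FTL went from 653 ± 90.5 to 1995 ± 221 FPKM with curcumin (mean ± SD, n = 2; log2 fold change 1.61, SE 0.16) and from 228 ± 12.3 to 1699 ± 187 FPKM with andrographis (2.89, SE 0.16). The heavy chain FTH1 rose by 1.23 (SE 0.10) and 1.56 (SE 0.18), and GCLC from 18.0 ± 0.711 to 26.6 ± 0.185 FPKM and from 12.3 ± 0.0661 to 57.0 ± 0.866 FPKM. HMOX1 rose from 7.46 ± 0.485 to 83.0 ± 2.54 FPKM with andrographis, and its difference with curcumin (0.51, SE 0.14) passed only the threshold of the paper (limma adjusted p = 0.244). In SW480 cells FTL rose with andrographis from 248 ± 26.6 to 754 ± 72.6 FPKM. With curcumin it was at 980 ± 37.2 and 1664 ± 252 FPKM without passing (limma adjusted p = 0.135), and FTH1 passed with neither compound (limma adjusted p = 0.0944 and 0.0997).

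Of 32 members of the ferroptosis pathway tested in both experiments, 2 were among the 54 common genes of SW480 cells, where 0.153 were expected (fold enrichment 13.1, Fisher's exact test p = 0.0101), and 4 among the 45 of HCT116 cells, where 0.127 were expected (fold enrichment 31.4, Fisher's exact test p = 7.2e-06). The study chose this pathway on these samples, so its enrichment here is not independent evidence. In the main fit the SW480 enrichment rested on the 2 ferritins alone, and its size moved with the setting. With a pseudocount of 10 it was 25.3, among 14 common genes. It was 5.88 (p = 0.157) without curcumin experiment treated replicate 1, 7.34 (p = 0.128) without andrographis experiment control replicate 1 and 6.41 (p = 0.145) without andrographis experiment treated replicate 2, all by Fisher's exact test. Among genes with the adjusted p-value it was 0 in SW480 cells and 88.4 in HCT116 cells. In HCT116 cells it was 19.6 without curcumin experiment control replicate 2 and 55.1 without curcumin experiment treated replicate 2. The 9 untested members, such as the iron exporter SLC40A1 and the lipoxygenase ALOX15, did not reach 1 FPKM in any library.

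All of these common ferroptosis genes are also NRF2 targets, a list that held 7 of the 54 common genes in SW480 cells and 9 of the 45 in HCT116 cells, from 28 tested (fold enrichment 52.4 and 80.9, Fisher's exact test p = 4.1e-11 and 6.9e-16). Besides the ferritins these included NQO1, PIR, the thioredoxin TXN and TXNRD1 in SW480 cells, and GCLC, HMOX1, the malic enzyme ME1, NQO1, PIR and TXN in HCT116 cells. Without the ferritins the enrichment was 0 in SW480 and 17.5 in HCT116 cells. Mineral absorption, which shares the ferritins and HMOX1, had 2 common genes in SW480 (fold enrichment 14.0, Fisher's exact test p = 0.00892) and 3 in HCT116 cells (25.2, p = 2.2e-04). In SW480 cells 4 of 18 Wnt targets were common as well: APCDD1, NKD1, SP5 and TNFRSF19, all down (fold enrichment 46.6, Fisher's exact test p = 1.3e-06). The integrated stress genes DDIT3 and TRIB3 were common in SW480 cells (fold enrichment 18.2, Fisher's exact test p = 0.0053), but higher with curcumin and lower with andrographis.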

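The expression of GPX4 and AIFM2, which restrain ferroptosis, fell in none of the 4 comparisons by the main test. That test adjusts the p-value over all genes tested, which is stricter than a test of 1 gene alone. GPX4 in SW480 cells with andrographis lay close to the threshold of the main test and passed with the replicate number as a block. AIFM2, which encodes FSP-1, rose with andrographis from 29.9 ± 4.56 to 44.9 ± 4.15 FPKM in SW480 cells (mean ± SD, n = 2; log2 fold change 0.58, SE 0.13) and from 13.7 ± 0.252 to 34.3 ± 0.656 FPKM in HCT116 cells (1.27, SE 0.13). SLC7A11, the cystine importer that feeds glutathione synthesis, rose with andrographis from 7.30 ± 0.805 to 27.7 ± 5.65 FPKM in SW480 and from 8.46 ± 0.348 to 22.8 ± 0.509 FPKM in HCT116 cells. The transferrin receptor TFRC, which brings iron into the cell and favors ferroptosis, rose with andrographis from 22.3 ± 3.86 to 91.8 ± 0.597 FPKM in SW480 and from 30.8 ± 0.383 to 62.0 ± 1.39 FPKM in HCT116 cells.

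GPX4, the peroxidase that removes lipid peroxides, had no change passing the limma test with the p-value adjusted over all genes. With curcumin it was at 66.8 ± 2.93 FPKM in control and 71.1 ± 2.82 FPKM in treated SW480 cells (0.09, SE 0.11, limma adjusted p = 0.846), and at 77.4 ± 11.6 and 89.3 ± 8.45 FPKM in HCT116 cells (0.21, SE 0.11, limma adjusted p = 0.549). With andrographis it was at 179 ± 12.9 and 126 ± 8.47 FPKM in SW480 cells (-0.50, SE 0.12, limma adjusted p = 0.0543), and at 193 ± 2.71 and 211 ± 3.01 FPKM in HCT116 cells (0.13, SE 0.12, limma adjusted p = 0.592). The lower SW480 value with andrographis lay at the threshold, and passed with the replicate number as a block (limma adjusted p = 0.0381), without the trend (limma adjusted p = 0.0375), with a filter at 10 FPKM (limma adjusted p = 0.0454) and without treated replicate 1 (limma adjusted p = 0.0210). AIFM2 with curcumin was at 9.76 ± 0.0424 and 12.9 ± 0.79 FPKM in SW480 and 5.09 ± 0.354 and 6.82 ± 0.437 FPKM in HCT116 cells, without passing (limma adjusted p = 0.124 and 0.162), though the SW480 value passed with a filter at 10 FPKM (limma adjusted p = 0.0468). The rise of AIFM2 with andrographis in SW480 cells did not pass with libraries scaled to the same median, with no filter or with only the 4 libraries of the comparison (limma adjusted p = 0.0548, 0.0964 and 0.358). It also did not pass without control replicate 2 (0.43, limma adjusted p = 0.122) or treated replicate 2 (0.48, limma adjusted p = 0.0889), nor in HCT116 cells without any 1 library (1.25 to 1.29, limma adjusted p from 0.0693 to 0.0831, the highest without treated replicate 1).

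Of the 32 ferroptosis pathway members, 1 rose with curcumin in SW480 cells (GCLC, by 0.46, SE 0.05) and 5 rose and 1 fell in HCT116 cells, where the autophagy protein MAP1LC3B rose by 0.57 (SE 0.06) and the fatty acid ligase ACSL5 fell by 0.56 (SE 0.06). With andrographis 7 rose in each line, and 0 fell in SW480 and 1 in HCT116 cells. Over the list alone 5 rose and 2 fell, 11 rose and 1 fell, 9 rose and 1 fell, and 7 rose and 1 fell, in that order. Because the study picked this list on these samples, the counts are not independent evidence. Camera in limma gave adjusted p = 0.0167 and 6.7e-04 with curcumin and 9.1e-04 and 0.0034 with andrographis in SW480 and HCT116 cells. With an estimated correlation these limma values were adjusted p = 0.351, 0.218, 0.243 and 0.236. The list also lost its call by camera in limma without treated replicate 2 in SW480 curcumin (adjusted p = 0.160), without control replicate 1 in HCT116 curcumin (adjusted p = 0.0718) and without treated replicate 1 in SW480 andrographis (adjusted p = 0.189).

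Of 21 genes taken from general knowledge as restraining ferroptosis, 2 rose with curcumin in SW480 and 5 in HCT116 cells. With andrographis 8 rose and 1 fell in SW480, and 9 rose and 0 fell in HCT116 cells. Over the list alone 10 rose and 1 fell, 11 rose and 1 fell, 9 rose and 3 fell, and 9 rose and 0 fell. The list counts HMOX1 as restraining, which was not tested here. Its members among the common genes of HCT116 cells (FTH1, FTL, GCLC, HMOX1 and NQO1) are all NRF2 targets too. The list is therefore not evidence separate from the NRF2 targets. GCLM, the modifier of glutathione synthesis, rose with andrographis in HCT116 cells from 3.58 ± 0.197 to 19.3 ± 0.16 FPKM. In that comparison camera in limma gave adjusted p = 1.6e-09, and adjusted p = 0.0184 with an estimated correlation; in the other 3 the estimated correlation ended the call (limma adjusted p = 0.193, 0.191 and 0.109). Of the genes known to favor ferroptosis, 0 of 16 changed with curcumin by limma (over the list alone 1 fell in SW480 and 1 rose in HCT116 cells), and 2 of 17 rose with andrographis in each line, TFRC and the NRF2 repressor KEAP1. That list was not called by camera in limma with andrographis in either line (adjusted p = 0.0511 and 0.225), though fry in limma called it higher in SW480 cells (adjusted p = 0.0268). Restraining and favoring genes were not tested against each other.

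The paper proposes that curcumin and andrographis activate the ferroptosis pathway, in part from the enrichment of that pathway among genes changed by both. It also reports lower GPX-4 and FSP-1 by RT-qPCR and protein blots, and more reactive oxygen species and lipid peroxides. Ferrostatin-1, an inhibitor of ferroptosis, reversed the effects of the combination in its assays. The members common to both compounds in these tables were higher after treatment. FTH1, FTL, GCLC and HMOX1 store iron, support glutathione synthesis and degrade heme. These libraries hold gene expression after 1 compound at a time for 16 h, so protein levels, lipid peroxides and the combination treatment were not tested by them. FTH1 and FTL also have pseudogenes that can share their reads.

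**Figure D2:**
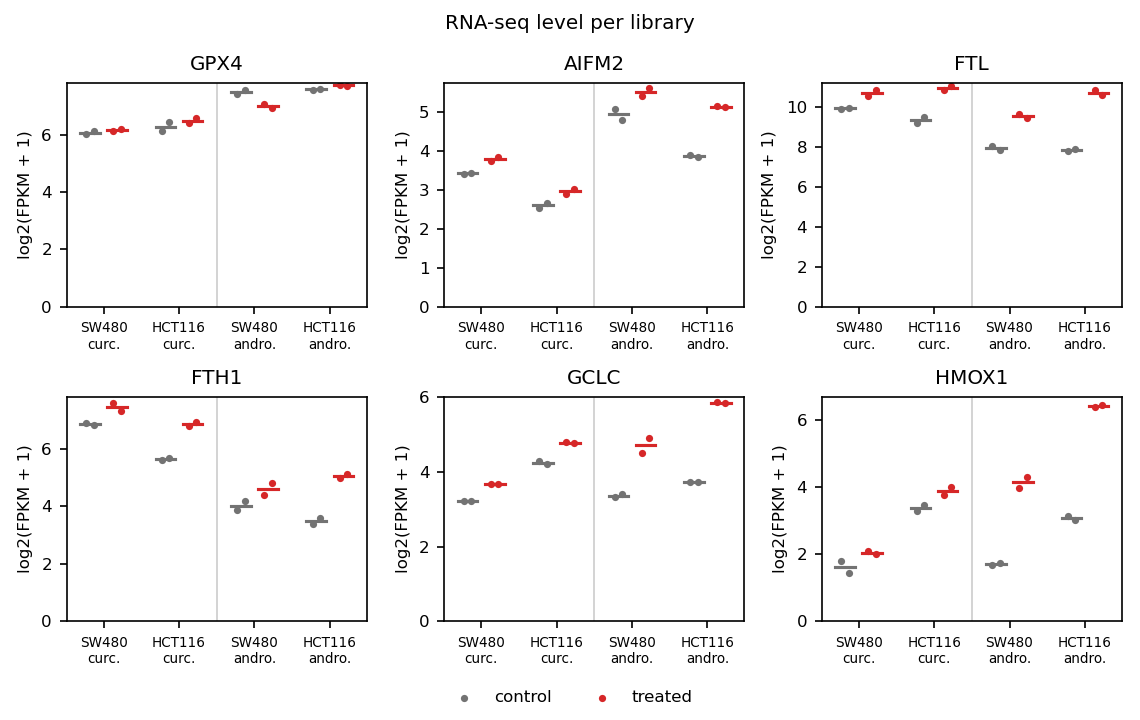
Log2(FPKM + 1) of GPX4, AIFM2, FTL, FTH1, GCLC and HMOX1 in each library (points) with group means (bars), for control (gray) and treated (red) SW480 and HCT116 cells of the curcumin and andrographis experiments. Group means of AIFM2, FTL, FTH1, GCLC and HMOX1 are higher in treated cells of all 4 comparisons, while that of GPX4 is lower only in SW480 cells with andrographis. Levels are comparable within an experiment only.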

To strengthen our findings from genome-wide expression profiling analysis, we next evaluated the gene and protein expression of GPX-4 and FSP-1, which are well known and independent suppressors of ferroptosis. We observed that the gene expression of GPX-4 was significantly reduced by both curcumin and andrographis treatment individually in both SW480 (relative gene expression: 72.0% in curcumin; 67.3% in andrographis) and HCT116 cells (relative gene expression: 40.5% in curcumin; 40.1% in andrographis; Figure 3C,D). More importantly, the combination treatment significantly reduced GPX-4 gene expression by 40.6% in SW480 (control vs. combination, *p* > 0.01; curcumin vs. combination, *p* = 0.01; andrographis vs. combination, *p* = 0.03) and 25.8% in HCT116 (control vs. combination, *p* > 0.01; curcumin vs. combination, *p* < 0.01; and andrographis vs. combination, *p* < 0.01; Figure 3C,D), which were significantly higher reduction rates compared to the individual compounds. Likewise, the gene expression of FSP-1 was also significantly reduced by individual botanicals and the combinatorial treatment with both compounds (Figure 3C,D). Although we did not observe a statistically significant reduction between individual compounds and their combination, the conjunctive treatment still demonstrated the highest reduction rates of 48% in SW480 and 28% in HCT116 (Figure 3C,D). Next, we performed Western blotting to examine the protein expression of these two targets, where the combined treatment revealed the most potent suppression effects on both targets (Figure 3E). Interestingly, individual compounds could reduce the protein expression only up to 12.0% for the GPX-4 expression (reduction rate, SW480: 9.2% by curcumin, 4.9% by andrographis; HCT116: 12.0% by curcumin, 6.6% by andrographis) and 33.5% for the FSP-1 protein (reduction rate, SW480: 1.2% by curcumin, 34.3% by andrographis; HCT116: 25.5% by curcumin, 12.1% by andrographis; Figure 3E). However, the combined treatment with both compounds was more remarkable and resulted in a significantly decreased expression of GPX-4 by 53.7% in SW480 (control vs. combination, *p* < 0.01; curcumin vs. combination, *p* < 0.01; andrographis vs. combination, *p* < 0.01) and by 62.1% in HCT116 cells (control vs. combination, *p* < 0.01; curcumin vs. combination, *p* < 0.01; andrographis vs. combination, *p* < 0.01; Figure 3E). Moreover, this combination reduced the FSP-1 expression by 49.4% in SW480 (control vs. combination, *p* < 0.01; curcumin vs. combination, *p* < 0.01; andrographis vs. combination, *p* < 0.01) and 47.9% in HCT116 (control vs. combination, *p* < 0.01; curcumin vs. combination, *p* < 0.01; andrographis vs. combination, *p* < 0.01; Figure 3E).

Together with these results, we revealed that the synergistic curcumin and andrographis combination treatment could activate the ferroptosis pathway via suppression of two major negative regulators of ferroptosis, GPX-4 and FSP-1.

### 2.3. Curcumin and Andrographis Synergistically Induced Accumulation of Reactive Oxygen Species following Lipid Peroxidation in CRC Cells

We examined whether the curcumin and andrographis combination could induce the accumulation of reactive oxygen species (ROS) in CRC cells. First, we read the intracellular ROS accumulation induced by each treatment. The ROS-positive cell population in the control group was 2.6% in SW480 and 5.3% in HCT116 cell lines (Figure 4A). Curcumin and andrographis treatments significantly increased the ROS-positive cell population (curcumin, 9.5% in SW480, 10.8% in HCT116, and andrographis, 5.2% in SW480, 7.4% in HCT116, Figure 4A). Moreover, the combination treatment dramatically increased the ROS-positive cell population in both cell lines (40.6% in SW480 and 15.2% in HCT116; Figure 4A).

Secondly, as a downstream event of ROS accumulation, we evaluated the changes in lipid peroxidation levels using live cell imaging (Figure 4B). By curcumin mono treatment, relative lipid peroxidation levels compared to the untreated controls were 1.2 times higher in SW480 (*p* = 0.07) and 1.7 times higher in HCT116 cell lines (*p* < 0.05). Similar to curcumin, andrographis treatment also showed significantly higher lipid peroxidation levels vs. control, which were 1.4 times higher in SW480 (*p* < 0.05) and 1.7 times higher in HCT116 (*p* < 0.05). Furthermore, curcumin and andrographis combined treatment showed more than twofold higher lipid peroxidation levels compared to the controls in both cell lines (relative lipid peroxidation level, 2.1 in SW480; 2.8 in HCT116). These results and pathway analysis revealed that curcumin and andrographis combination treatment could modulate the ferroptosis pathway and, as a result, induce ferroptosis, an iron-dependent apoptotic process, in CRC cells.

These results and pathway analysis revealed that curcumin and andrographis combination therapy could modulate the ferroptosis pathway and, as a result, induce ferroptosis in CRC cells.

### 2.4. Ferroptosis Suppressor, Ferrostatin-1, Reversed the Anti-Tumor Effects of Curcumin and Andrographis Combination in Cancer Cells and Patient-Derived Organoids

To examine whether the ferroptosis-inducive potential of this combination treatment can be responsible for the anti-tumor growth effects in CRC cells and patient-derived organoids, we included ferrostatin-1, an inhibitor of ferroptosis, along with the combination treatment. The proliferation assay of two colon cancer cell lines showed that ferrostatin-1 significantly reversed the anti-proliferation effects of the combined treatment with the two botanicals in both cancer cells (Figure 5A). By inhibiting ferroptosis, relative proliferation rates were recovered from 0.47 to 0.65 for SW480 (*p* < 0.01) and from 0.45 to 0.75 for HCT116 (*p* < 0.01; Figure 5A).

Secondly, we evaluated the effects of the combined treatment on patient-derived 3D organoids. Similar to the cancer cells, this combination dramatically suppressed the growth of organoids, and as a result, the number and mean size of organoids were significantly reduced (Figure 5B). The combination treatment decreased the average number of organoids per field from 25.3 to 7.3 in organoid 1 (control vs. combination, *p* < 0.01) and from 14.7 to 4.7 in organoid 2 (control vs. combination, *p* < 0.01; Figure 5B). The mean size of organoids was also decreased by this combined treatment, from 140 µm to 117 µm for organoid 1 (*p* < 0.01) and from 158 µm to 126 µm for organoid 2 (*p* < 0.05) (Figure 5B). These results showed that the combined treatment with curcumin and andrographis showed anti-tumor effects in cancer cells and patient-derived CRC organoids that more closely reflect the tumor microenvironment. Furthermore, using ferrostatin-1, reversed the impact of the combination, especially regarding the number of organoids. The average number of organoids for the ferrostatin-1 treated group was 17.3 for organoid 1 (combination vs. ferrostatin-1, 7.3 vs. 17.3, *p* < 0.05) and 12.0 for organoid 2 (combination vs. ferrostatin-1, 4.7 vs. 12.0, *p* < 0.01), which is significantly higher than the combination and comparable to the control (Figure 5B). Collectively, these results highlight that curcumin and andrographis combination treatment exhibited anti-tumor effects on patient-derived organoids. The ferroptosis-inducive potential of this combination might be responsible for their anti-cancer efficacy in CRC cells and tumor-derived organoids.

## 3. Discussion

Colorectal cancer (CRC) is the third most common malignancy and the second leading cause of cancer-related deaths worldwide [1]. More than 20% of patients have distant metastasis disease at diagnosis, and their 5 year survival rate is less than 15% [3,4]. For such patients, systemic chemotherapy is still the primary treatment option [4]. Limitations of current therapies include their toxicity, side effects, and cost-effectiveness. Several naturally occurring compounds have been considered important to assess these unmet needs in metastatic CRC treatment because of their multi-targeted efficacy and time-tested safety compared to conventional drugs [5,7,8]. Ferroptosis is a unique type of programmed cell death depending on the intracellular accumulation of iron, followed by enhanced production of reactive oxygen species (ROS) and lipid peroxides [5,18,19]. Recently, ferroptosis has been considered an endogenous anticancer mechanism and is actively being studied to develop novel therapeutic targets in cancer [5]. Previous studies reported that natural products, including curcumin and andrographis, might induce ferroptosis in cancer cells [5,16,20,21,22]. Thus, we hypothesized that a combination treatment of curcumin and andrographis might further enhance their anti-tumor potential via ferroptosis.

The current study found that combining curcumin and andrographis was superior to either compound alone. The combined treatment with these compounds showed promising anti-tumor effects in cancer cells and patient-derived organoids. Moreover, genome-wide expression profiling analysis and subsequent assays revealed that the anti-tumor effects of the combined treatment were at least partially mediated via the induction of ferroptosis through the dual suppression of GPX-4 and FSP-1. In the current study, in line with previous studies, monotherapy with curcumin and andrographis showed promising anti-tumor effects via induction of apoptosis. However, in this present study, the co-administration of curcumin and andrographis synergistically exhibited promising anti-tumor growth effects, especially ferroptosis induction, which was much stronger than curcumin or andrographis alone. Therefore, this combination treatment resulted in cancer cell death via both forms of cell death: apoptosis and ferroptosis.

GPX-4 is a primary regulator suppressing ferroptosis and also reported as a potent prognostic factor in various malignancies, including CRC [29,30,31,32,33]. Therefore, GPX-4 inhibition is considered to be a promising pharmacological target. However, in some cancer cell lines, suppression of GPX-4 cannot trigger ferroptosis, suggesting that alternative ferroptosis-resistant modulators exist in cancer cells [27,28,34]. In line with this hypothesis, more recently, FSP-1, previously called apoptosis-inducing factor mitochondria associated 2, was identified as a GPX-4 independent ferroptosis suppressor, and pharmacological FSP-1 inhibition strongly synergized with a GPX-4 inhibitor to induce ferroptosis in many cancer cells [27,28]. Thus, dual suppression of GPX-4 and FSP-1 is considered a promising approach to cancer treatment. Accordingly, an important mechanistic aspect of the curcumin and andrographis combined treatment is the dual suppression of GPX-4 and FSP-1, which has the potential to overcome the resistance of current chemotherapies and be beneficial to CRC patients in clinical practice.

There are a few potential limitations to our current study. We did not perform pre-clinical animal studies to study the effects of the two compounds. Instead of animal experiments, we performed patient-derived organoid experiments to reveal the anti-tumor effects of curcumin and andrographis and their combination. Patient-derived tumor organoids have received increasing attention as novel ex vivo models for studying anti-cancer drug screening [35,36,37,38]. While 2D in vitro models are widely used for drug screening owing to their accessibility, these models do not reflect tumor heterogeneity and the tumor microenvironment [37,39]. Organoids are considered to reflect tumor genetic diversity and microenvironment [39]. Therefore, organoids offer a promising platform to evaluate the efficacy of various anti-tumor drugs and compounds. Some previous reports have shown that organoids might offer an alternate and comparable experimental platform compared to animal models [36,39]. Accordingly, we utilized an organoid model to validate our cell culture findings, and the results were comparable in both experimental models. However, the detailed genomic characterization of the organoids was not undertaken because the primary purpose of our experiments was not to focus on specific cancer genotypes. In addition, we will also plan to validate our findings and evaluate the potential toxicity of this combination using in vivo animal models in the near future.

## 4. Materials and Methods

### 4.1. Cell Lines and Reagents

Human CRC cell lines (HCT116 and SW480) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA). Both cell lines were cultured in Dulbecco’s modified Eagle’s medium (DMEM; Gibco, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (Gibco, Waltham, MA) and 1% penicillin-streptomycin. All cells were maintained in a 37 °C incubator with a 5% humidified CO2 atmosphere, and the cell culture medium was replenished every two days. Ferrostatin-1 (Sigma-Aldrich, MO, USA) was dissolved in dimethyl sulfoxide and diluted to appropriate concentrations in culture media.

### 4.2. Herbal Preparations

Curcumin (BCM-95, Arjuna Natural Extracts, India, and EuroPharma USA, Green Bay, WI) and andrographis (EP80; EuroPharma USA, Green Bay, WI) were used in this study. BCM-95 is a curcumin complex extracted from *Curcuma longa* and standardized to 86% curcuminoids and 7–9% essential turmeric oils. Andrographis was extracted from the leaves of *Andrographis paniculata*. The extract was dissolved in 70% ethanol and standardized for 20% andrographolide content. Both compounds were dissolved in dimethyl sulfoxide and diluted to appropriate concentrations in culture media.

### 4.3. Cell Viability Assays

For these assays, five thousand cells were seeded in 96-well flat plates. After twelve hours of cell seeding to allow cell attachment to the plates, each cell line was treated with curcumin, andrographis, or their combination using different concentrations for forty-eight hours. After treatment, the cell viability assays were performed using the Cell Counting Kit-8 (CCK-8) kits (Dojindo, Kumamoto, Japan). A quantity of 10 μL of the CCK-8 reagent was added to each well, and the cells were incubated in a 37 °C incubator for two hours. After that, the absorbance of the cells was analyzed at 450 nm using an enzymatic plate analyzer (Molecular Devices, San Jose, CA, USA).

### 4.4. Invasion Assays

The method for these assays was previously described [10,21]. CRC cell lines were seeded in 6-well plates and treated with compounds for forty-eight hours. After the treatment, 2.5 × 104 cells were seeded into the Matrigel invasion chamber (Corning, Tehama County, CA, USA) with an 8.0 µm PET membrane. Diff-Quick was used to fix and stain invaded cells 48 hours after the invasion began.

### 4.5. Colony Formation Assays

Colony formation assays were performed as previously reported [23,40]. Five hundred cancer cells were seeded in 6-well plates. After 3–5 days of incubation, cells were treated with individual compounds or their combinations for forty-eight hours. Following the completion of the treatment period, cells were cultured in a standard culture medium for another week and subsequently harvested. The harvested cells were fixed to cell culture plates with 100% methanol for twenty minutes and stained with 1% crystal violet overnight. As previously reported, colony formation rates were quantified as the percentages of the stained area using ImageJ [41].

### 4.6. RNA-Sequencing and Pathway Analysis

For these experiments, 2.5 × 10^5^ cells from SW480 and HCT116 lines were treated with each compound for 16 h before total RNA extraction using the MiRNeasy Mini kit (Qiagen, Hilden, Germany). The details for RNA-sequencing library preparation were previously reported [12,23,40]. Briefly, the library was constructed using the TruSeq RNA Sample Prep Kit (Illumina, San Diego, CA) with 1 μg of purified RNA input. Thereafter, the size and concentration of purified library products were assessed using a Bioanalyzer DNA High Sensitivity Kit (Agilent Technologies, Santa Clara, CA). Paired-end sequencing (150 bp on each end) of the validated library products was then analyzed on the HiSeq X-Ten system (Illumina). All sequencing data have been deposited in the GEO database (GSE223195).

For sequencing data analysis, differentially expressed genes (DEG) between treated and untreated cells were extracted using a threshold of *p* < 0.05 and |log2 fold changes| > 0.5. Gene Ontology and KEGG enrichment pathway analysis were performed on all DEGs to determine the most influential pathway.

### 4.7. Real-Time Quantitative Reverse Transcription PCR (RT-qPCR) Assays

Total RNA was extracted from cancer cells treated for 16 h. Using a high-capacity cDNA reverse transcription kit (Thermo Fischer Scientific, Waltham, MA, USA), RNA was reverse transcribed to complementary DNA (cDNA). The qRT-PCR assays were performed using a SensiFAST SYBR Lo-ROX Kit (Bioline, London, United Kingdom) and the QuantStudio 6/7 Flex RT-PCR System (Applied Biosystems, Foster City, CA, USA). GAPDH was used as the housekeeping gene, and gene expression changes were calculated by the delta-Ct method. The primer sequences used in this study are described in Table S1.

### 4.8. Western Blotting

Western blotting was performed as previously reported [23,24,40]. Cells were treated with each compound for sixteen hours to purify proteins and subsequently lysed using the RIPA buffer with a proteinase inhibitor cocktail (ThermoFisher Scientific, Waltham, MA, USA). Purified protein extract was denatured with 2X Laemmli’s sample buffer (Bio-Rad Laboratories, Hercules, CA, USA), which contained 5% 2-mercaptoethanol (Sigma–Aldrich). The list of primary and secondary antibodies is described in Table S2. The GAPDH was used as a loading control, and band intensities were quantified using Image J software.

### 4.9. Apoptosis and Oxidase Stress Assays

Apoptosis and oxidative stress assays were performed after a 16 h cell line treatment. Per the manufacturer’s instructions, these assays were performed using the Annexin V and Dead Cell Kit and the Oxidative Stress Kits on the Muse Cell Analyzer (Millipore Corp., Billerica, MA).

### 4.10. Lipid Peroxidase Assays

As per the manufacturer’s protocol, lipid peroxidase levels were evaluated using Liperfluo reagent (Dojindo, Kumamoto, Japan). Cancer cells were seeded in 12-well plates and treated for 16 h. After the treatment period, cells were incubated with 10 μM Liperfluo for thirty minutes at 37 °C. After that, cells were gently washed twice with PBS, and fluorescence images were obtained using a confocal microscope.

### 4.11. Patient-Derived Tumor Organoids

Two patient-derived CRC organoids were developed and cultured as previously reported [12,22,23,24,40]. Briefly, surgically resected tumors were maintained in DMEM-F12 (Gibco) supplemented with 1% HEPES (Sigma-Aldrich), 1% L-glutamine (Gibco), 10% FBS (Gibco), 2% penicillin/streptomycin (Sigma-Aldrich), and 10 μM Y-27632 (R&D Systems). Tumors were digested with collagenase solution (5 mL of the above medium with 75 μL collagenase, 124 μg/mL dispase type II, and 0.2% Primocen) for 30 min and then filtered through a 70 μm filter (Corning). An organoid pellet was obtained by centrifugation (200× *g* for 10 min). Organoids were suspended in Matrigel (Corning, Tehama County, CA) with IntestiCult™ Organoid Growth Medium (#06010, STEMCELL Technologies) and seeded in 12-well plates. Approximately 750 μL of IntestiCult™ Organoid Growth Medium was added to each well. Organoids were divided into five groups of control, curcumin (3.0 μg/mL), andrographis (30.0 μg/mL), their combination (curcumin; 3.0 μg/mL, andrographis; 30.0 μg/mL), and their combination plus ferrostatin-1 (curcumin; 3.0 μg/mL, andrographis; 30.0 μg/mL; ferrostatin-1; 20 μM). Following forty-eight hours of treatment, the numbers of organoids (<100 μm) and their mean sizes were examined using Image J software.

According to the Declaration of Helsinki, written informed consent was obtained from all patients, and the institutional review board approved all experiments at the institution. Clinical features of CRC patients for organoid isolation are described in Table S3.

### 4.12. Statistical Analysis

All assays were performed in triplicate, and the data are described as the mean ± standard deviation. Statistical comparisons among each treatment group were made using the Tukey–Kramer method, and a *p* value of < 0.05 was considered to represent statistical significance. All analysis was conducted using JMP 8.0.1 (SAS Institute Inc., Tokyo, Japan).

## 5. Conclusions

In conclusion, we first demonstrated that a novel combination treatment regimen consisting of curcumin and andrographis exhibited anti-tumorigenic effects in CRC through ferroptosis caused by dual suppression of GPX-4 and FSP-1. Our findings could provide essential evidence for the curcumin and andrographis combination as a potential clinical application for patients with CRC.

## Figures and Tables

**Figure 1:**
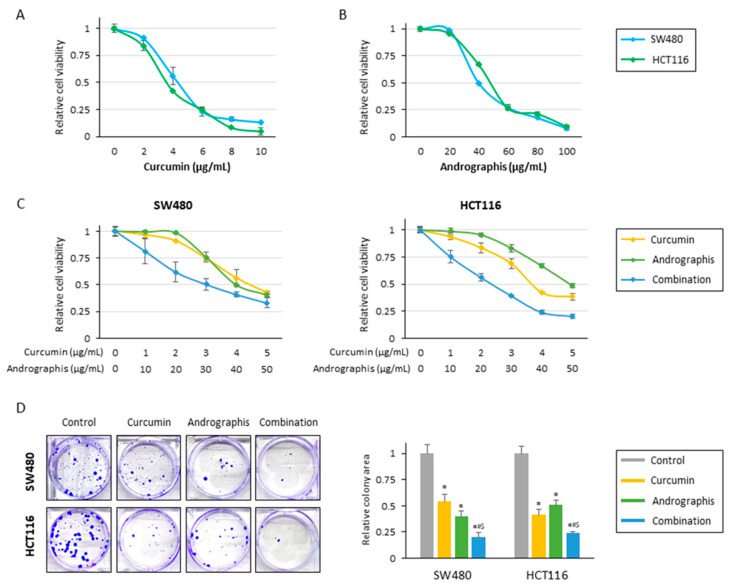
Curcumin and andrographis combinations exhibited an anti-tumor effect in CRC cells. (**A**) Cell viability assay following curcumin treatment for 48 h in SW480 and HCT116. The error bars represent the mean ± SD. (**B**) Cell viability assay following andrographis treatment for 48 h in SW480 and HCT116. The error bars represent the mean ± SD. (**C**) Cell viability assay following curcumin and andrographis combination treatment for 48 h in SW480 and HCT116. Error bars represent the mean ± SD. (**D**) Colony formation assays to assess the clonogenicity of CRC cells following treatment with curcumin, andrographis, and their combinations. The average (column) ± SD is indicated (*; *p*-value < 0.05 vs. control, #; *p*-value < 0.05 vs. curcumin, $; *p*-value < 0.05 vs. andrographis). Cur: curcumin; andro: andrographis.

**Figure 2:**
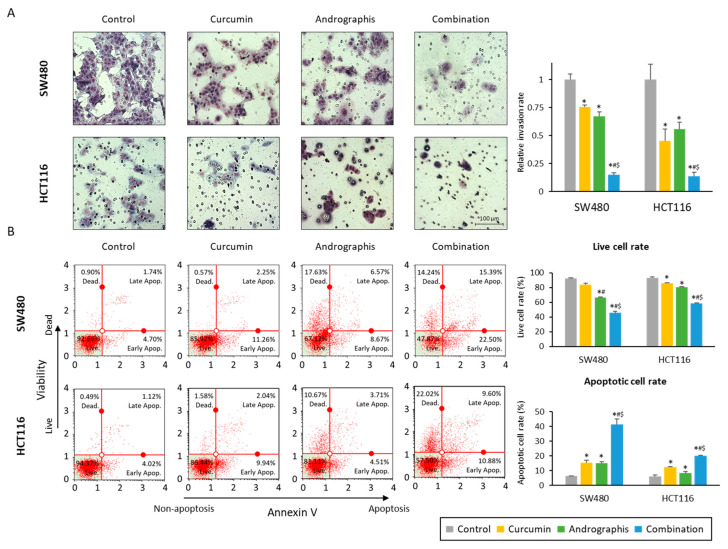
Curcumin and andrographis combination treatment revealed anti-tumor effects via reduction of invasion and induction of apoptosis. (**A**) Invasion assay following treatment with curcumin, andrographis, and their combination for 48 h in SW480 and HCT116. Scale bar = 100 μm. The number of invading cells was counted randomly at three fields on the membrane, and relative invasion ratios were calculated. The average (column) ± SD is indicated (*; *p*-value < 0.05 vs. control, #; *p*-value < 0.05 vs. curcumin, $; *p*-value < 0.05 vs. andrographis). (**B**) Representative images of cells undergoing apoptosis that stained for the annexin V assay in SW480 and HCT116. The average (column) ± SD is indicated (*; *p*-value < 0.05 vs. control, #; *p*-value < 0.05 vs. curcumin, $; *p*-value < 0.05 vs. andrographis). Cur: curcumin; andro: andrographis.

**Figure 3:**
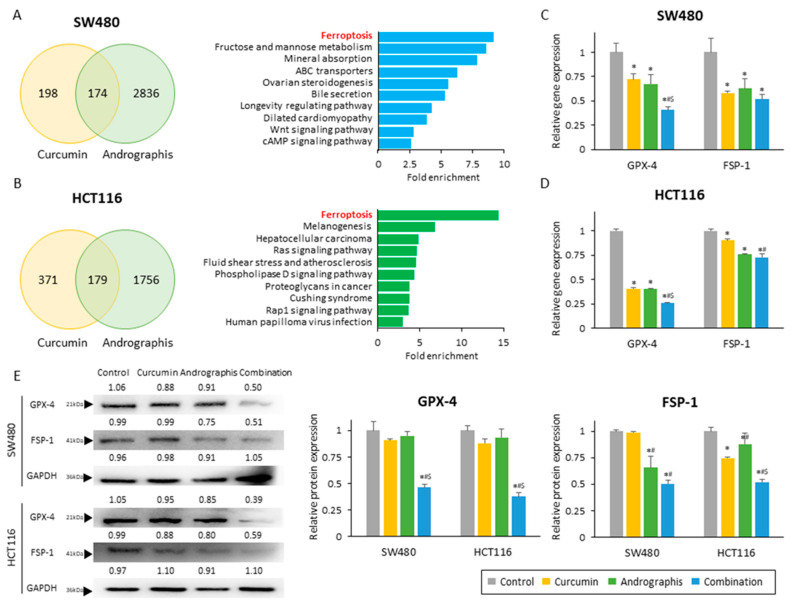
Curcumin and andrographis activated the ferroptosis pathway via dual suppression of GPX-4 and FSP-1. (**A**) Venn diagram of differentially expressed genes (|log FC| > 0.5, *p* < 0.05) and top 10 modulated pathways following treatment with curcumin and andrographis in SW480. (**B**) Venn diagram of differentially expressed genes (|log FC| > 0.5, *p* < 0.05) and top 10 modulated pathways following treatment with curcumin and andrographis in HCT116. (**C**) Relative gene expression of GPX-4 and FSP-1 in SW480 after treatment. (*; *p*-value < 0.05 vs. control, #; *p*-value < 0.05 vs. curcumin, $; *p*-value < 0.05 vs. andrographis). (**D**) Relative gene expression of GPX-4 and FSP-1 in HCT116 after treatment. (*; *p*-value < 0.05 vs. control, #; *p*-value < 0.05 vs. curcumin, $; *p*-value < 0.05 vs. andrographis). (**E**) Western blotting of GPX-4 and FSP-1 protein expression in SW480 and HCT116 following treatment with curcumin, andrographis, and their combination. GAPDH was used as an internal control. The average (column) ± SD is indicated (*; *p*-value < 0.05 vs. control, #; *p*-value < 0.05 vs. curcumin, $; *p*-value < 0.05 vs. andrographis). Cur: curcumin, andro: andrographis, GPX-4: glutathione peroxidase 4, FSP-1: ferroptosis suppressor protein 1.

**Figure 4:**
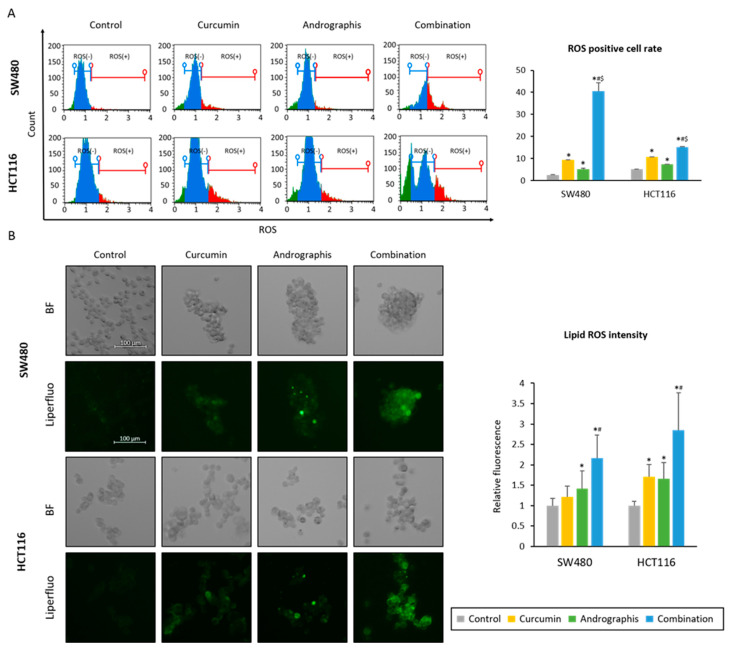
Curcumin and andrographis combination induced ferroptosis via intracellular accumulation of ROS and lipid peroxidases. (**A**) Representative images of the cells undergoing oxidase stress in SW480 and HCT116. The average (column) ± SD is indicated (*; *p*-value < 0.05 vs. control, #; *p*-value < 0.05 vs. curcumin, $; *p*-value < 0.05 vs. andrographis). (**B**) Representative images of the Liperfulo assay in SW480 and HCT116 following treatment with curcumin, andrographis, and their combination for 16 h using a fluorescent microscope under 200× magnification with a 488 nm/550 nm excitation filter (scale bar = 100 μm). The average (column) ± SD is indicated (*; *p*-value < 0.05 vs. control, #; *p*-value < 0.05 vs. curcumin). Cur: curcumin, andro: andrographis.

**Figure 5:**
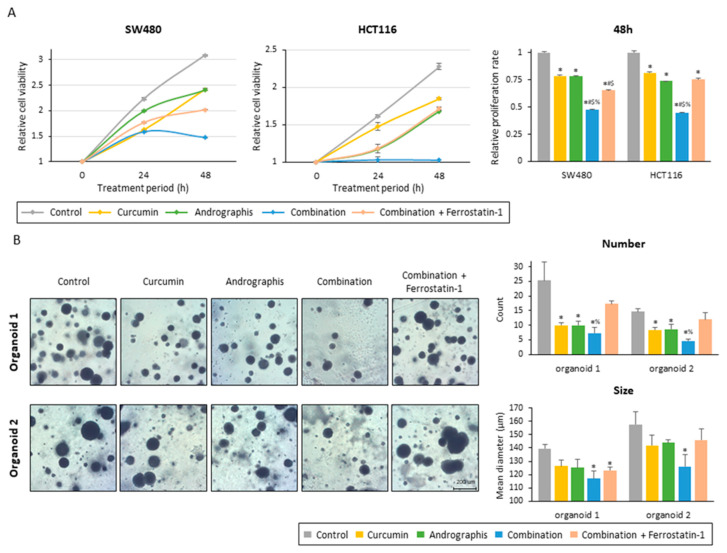
Ferrostatin-1 reversed the anti-tumor effect of the curcumin and andrographis combination. (**A**) Cell proliferation assay in SW480 and HCT116 following treatment with curcumin, andrographis, their combination, and combination plus ferrostatin-1. The error bars represent the mean ± SD. The average (column) ± SD is indicated (*; *p*-value < 0.05 vs. control, #; *p*-value < 0.05 vs. curcumin, $; *p*-value < 0.05 vs. andrographis, %; *p*-value < 0.05 vs. combination). (**B**) Representative images, counts, and sizes of patient-derived organoids following treatment with curcumin, andrographis, their combination, and ferrostatin-1. The average (column) ± SD is indicated (*; *p*-value < 0.05 vs. control, %; *p*-value < 0.05 vs. combination). Cur: curcumin; andro: andrographis; Fer-1: ferrostatin-1.

## Data Availability

Data is contained within the article and supplementary material.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ph16030383/s1, Table S1: List of primers for qPCR; Table S2: List of antibodies for Western blotting. Table S3: Clinical features of CRC patients used for the organoid establishment.

# Supplementary material for: Curcumin and Andrographis Exhibit Anti-Tumor Effects in Colorectal Cancer via Activation of Ferroptosis and Dual Suppression of Glutathione Peroxidase-4 and Ferroptosis Suppressor Protein-1
**Source:** Pharmaceuticals (Basel). 2023 Mar 2;16(3):383. doi: 10.3390/ph16030383
**Supplement:** Supplementary file 1

Table S1. List of primers for qPCR.

Table S2. List of antibodies for western blotting.

Table S3. Clinical features of CRC patients used for the organoid establishment.

How the deposited data were processed for this re-analysis (not part of the article)

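RNA sequencing of SW480 and HCT116 cell lines was analysed in 2 experiments, 1 with curcumin and 1 with andrographis, each with 8 libraries: treated and control cells of both lines, 2 libraries per group. Libraries were assigned to groups from their labels and column names alone. In the andrographis table the group is given by the letters A and D, read as andrographis and DMSO control.

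The authors made the deposited tables, which give log2(value + 1) per gene and library for 60560 genes, 40583 of them with a gene symbol. In their processing notes the authors named bcl2fastq 2.20.0.422, Partek 10.0.22.0121, STAR 2.7.8a and DESeq2, and the human genome build GRCh38, with no role or order given. The counting tool, the gene annotation and the unit are not named in the sources used here. The unit was inferred from the values. In low microRNA genes, the only genes checked, 2 to the power of the value minus 1 took whole multiples of 1 step per gene. Values up to 20 reads were checked, and whole meant within 0.01 times the read number. With base 2, 98.4% of 1827 values of the curcumin table and 100% of 350 of the andrographis table were whole. With base e these shares were 24.5% and 27.8%, and with base 10 they were 11.4% and 14.2%. The step differed between genes and libraries, as for FPKM, and the values are called FPKM. The depth these steps gave ran from 9.4 M (megareads) to 23.11 M in the curcumin experiment (median 19.27 M) and from 15.69 M to 32.27 M in the andrographis experiment (median 24.6 M). These depths are approximate, and no count test was run.

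The limma package 3.58.1 in R 4.3.3 was used for all tests of genes, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 for reading tables and drawing figures. Each experiment was fitted separately on log2(FPKM + 1) with 4 group means (lmFit, then eBayes with trend) and no block, which leaves 4 residual degrees of freedom. Genes with at least 1 FPKM in at least 2 libraries were tested. Treated cells were compared with the controls of the same cell line and experiment, and an interaction contrast tested the difference between the lines. The threshold of the paper is an unadjusted p < 0.05 with |log2 fold change| > 0.5. The adjusted threshold uses the Benjamini-Hochberg p-value with the same fold change. Members of gene lists were counted at adjusted p < 0.05 with any fold change, and once more with the adjustment over the list alone.

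The 27 gene lists hold members from general knowledge, including the KEGG ferroptosis pathway and genes taken to restrain or to favor ferroptosis. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the lists of 1 comparison. Lists with fewer than 5 tested members were not tested, which left out markers of immune cells and of stromal cells. Common genes are those passing with both compounds, matched by symbol among the 11319 named genes tested in both experiments. Their overlap and the enrichment of lists were tested with Fisher's exact test on that background.

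Genes were named by a fixed rule, which gave 145 genes: GPX4, AIFM2 and GAPDH, the 10 largest rises and falls per comparison with separated groups and sufficient level, up to 4 members per list, ferroptosis members among the common genes, and the 10 strongest common genes per line. A part of them is described in the text, and some are not reported here.

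The procedure was tested on simulated data, made from the control level and the spread of each gene with known changes added. Deviations that many genes of a library share may not be covered by such data. Of genes raised or lowered by a log2 fold change of 0.5, 1 or 2, the adjusted threshold found 20.9%, 67.2% and 90.9% in SW480 cells of the curcumin experiment and 4.5%, 59.7% and 92.4% in those of the andrographis experiment. The threshold of the paper found 46.3%, 92.5% and 100%, and 40.3%, 95.5% and 100%.

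Alternatives were libraries scaled to the same median, limma without trend, no filter and a filter at 10 FPKM, pseudocounts of 0.1 and 10, a replicate block, only the 4 libraries of a comparison, each library left out in turn, common genes of the same direction only, and a background of all genes listed. Matching by gene identifier, protein-coding genes only, and the ferroptosis list without the ferritins or without NRF2 targets were added after the values were seen. P-values of the authors were not analysed here, since the tables hold expression values only. The combination treatment, the RT-qPCR, the protein and the lipid peroxide measurements of the paper were not analysed here.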

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

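Rules fixed in advance picked out responses that differed between the cell lines and results on genes the paper does not discuss. The tests of a single HCT116 library, of p53 targets in control cells and of library preparation were set before the files were read, and all other tests of explanations were chosen after the result was seen.

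With andrographis 302 genes responded differently in SW480 and HCT116 cells. The values that follow are the log2 fold change in SW480 minus that in HCT116. Genes with a more positive change in SW480 cells were SPANXB1 (3.21), SLC16A6P1 (2.30), AKR1C1 (1.70), PHGDH (1.59), P4HA1 (1.55), IGSF9 (1.52), S100A4 (1.48), KITLG (1.40), LDHA (1.36), MKX (1.27), MCM2 (1.23), SOD2 (1.21), PCDH7 (1.11), UHRF1 (1.07), TFRC (1.02), ORC1 (0.98), EGLN3 (0.96), HDAC1 (0.77) and ABCC2 (0.74). Among them are glycolysis and hypoxia genes (P4HA1, LDHA, EGLN3) and replication genes (MCM2, UHRF1, ORC1).

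Genes with a more positive change in HCT116 cells included p53 targets and stress genes: PMAIP1 (-0.93), PHLDA3 (-1.24), PLK3 (-1.60), CDKN1A (-1.75), GDF15 (-2.02) and SFN (-3.28). Wnt pathway genes were NOTUM (-1.77), APCDD1 (-1.63), ASCL2 (-1.30), DKK4 (-2.15) and DKK1 (-2.39). NRF2 targets were FTL (-1.29), GCLM (-0.92) and AKR1B10 (-2.32), while the NRF2 targets AKR1C1 and ABCC2 were among the genes more positive in SW480 cells. The others were MYH7B (-0.99), ACTA2 (-1.02), BCL2L1 (-1.05), SMCO2 (-1.48), KRT5 (-1.82), CYP4F3 (-1.93), NAV3 (-2.11), HRNR (-2.14), GPRC5D (-2.19), CYP4F11 (-2.26), H1-3 (-2.29) and CPA4 (-3.47). In SW480 cells APCDD1, DKK4 and KRT5 changed by -1.63, -2.08 and -1.83, so nearly all of each difference came from that line. DKK1, in contrast, rose by 1.28 in HCT116 cells. The filter keeps genes expressed in only 1 line, so a difference can also reflect a gene with little expression in the other. As lists, the p53 targets had a median difference of -0.63 and a median log2 fold change of 0.60 in HCT116 cells. The NRF2 targets, which the paper does not discuss, had medians of 1.16 in SW480 and 1.12 in HCT116 cells with andrographis.

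The ferroptosis members changed by both compounds were all NRF2 targets: 6 of the 32 tested are NRF2 targets, and these made up 2 of 2 common members in SW480 cells (hypergeometric exact p = 0.0302) and 4 of 4 in HCT116 cells (hypergeometric exact p = 4.2e-04). This test was chosen once that had been seen, so its p-values restate it and add no support. The summed rise of the pseudogenes of the ferritin light chain was at most 4.75% of that of FTL. With andrographis only 1 such pseudogene was tested. These values cannot exclude pseudogene reads counted as FTL, since such reads would appear under FTL itself. For the ferritin heavy chain, the pseudogenes rose by 44.9% (SW480) and 27.3% (HCT116) of the rise of FTH1 with curcumin. With andrographis they rose by 93.7% and 64.0% of it. Reads of FTH1 and of its copies cannot be told apart either. Whether NRF2 drives these genes stays open, because NRF2 itself was not perturbed.

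The rise of p53 targets with andrographis in HCT116 but not in SW480 cells was weighed against the libraries. A wider spread between the SW480 libraries would leave a hidden rise there, but the median of the list in SW480 cells was -0.0334. A single HCT116 library was not behind it, as the lowest median with 1 of its libraries left out was 0.59. In control cells the p53 targets of HCT116 minus SW480 had medians of 0.46 and 0.45 in the 2 experiments, beside -0.0081 and 0.18 over all genes, and camera in limma with an estimated correlation gave p = 0.0697 and 0.339. By this test a list already more active in untreated HCT116 cells cannot be told apart from 1 that is not.

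The libraries of the 2 experiments hold different kinds of RNA. Messages of mitochondrial DNA made up 27.4% to 32.7% of all values in the curcumin experiment and 0.012% to 0.023% in the andrographis experiment. The compound given is not the reason, since the control libraries differed by a ratio of at least 1696. Sequencing depth is not either, since the pair of libraries closest in depth differed by a ratio of 1191. The differences between the controls of the experiments were alike in the 2 cell lines (correlation 0.80 across genes), which fits another library preparation in each experiment.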

How the results depend on the processing

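With 2 libraries per group, the counts of genes at the adjusted p-value depended strongly on the processing, and the cause was not tested. The named genes kept their direction in all settings except GAPDH, whose change in SW480 cells was near 0. GAPDH was named without regard to its p-value. Most named genes were picked because they passed the adjusted test, so their stable direction was largely fixed by that choice. Their calls held less well: named genes lost the call in 450 values with 1 library left out (308 unchanged), 96 with only the 4 libraries (94 unchanged) and 73 with no filter (120 unchanged). Values are given in the order SW480 curcumin, HCT116 curcumin, SW480 andrographis and HCT116 andrographis, or SW480 and HCT116 for common genes, where not stated otherwise.

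Libraries scaled to the same median gave 26 and 7 genes at the adjusted p-value with curcumin, and 11 and 4 common genes at the adjusted p-value. AIFM2 in SW480 cells with andrographis was at 0.61 without passing. The change of GAPDH in SW480 cells turned to 0.017 with curcumin and 0.028 with andrographis.

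Limma without trend gave 22 and 5 genes at the adjusted p-value with curcumin, 10 and 2 common genes, and 1 gene with a cell line difference with curcumin. GPX4 in SW480 cells with andrographis stayed at -0.50 and passed, as it did with the replicate block and with the stricter filter.

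With no filter on low values 0, 40, 271 and 481 genes passed the adjusted threshold, 462 genes passed the threshold of the paper in HCT116 cells with curcumin, 0 genes were common at the adjusted p-value in SW480 cells, and 140 genes had a cell line difference with andrographis. AIFM2 in SW480 cells with andrographis, at 0.58, did not pass here nor with only the 4 libraries.

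The stricter filter, at 10 FPKM, gave 71, 75, 846 and 607 genes at the threshold of the paper, 43, 533 and 386 at the adjusted threshold (HCT116 curcumin, SW480 and HCT116 andrographis), and 11 and 169 genes with a cell line difference with curcumin and andrographis. It left 26 common genes at the threshold of the paper in each line and 20 at the adjusted p-value in HCT116 cells. AIFM2 in SW480 cells with curcumin, at 0.37, passed.

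A pseudocount of 0.1 gave 533, 467 and 2298 genes at the threshold of the paper (all but HCT116 andrographis), 17, 8 and 405 at the adjusted threshold (all but SW480 andrographis), 77 with a cell line difference with andrographis, 106 and 82 common genes at the threshold of the paper and 5 and 4 at the adjusted p-value. A pseudocount of 10 gave 33, 24, 350 and 251 genes at the threshold of the paper, 23, 14, 243 and 202 at the adjusted threshold, 28 and 588 with a cell line difference, 14 and 11 common genes at the threshold of the paper and 12 at the adjusted p-value in SW480 cells.

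With the replicate number as a block (replicate block), 0, 0, 1465 and 1120 genes passed the adjusted threshold, 729 had a cell line difference with andrographis, and 0 genes were common at the adjusted p-value in either line. No label says that libraries of the same number share a culture or a batch. Their deviations from the group means had correlations between control and treated libraries of 0.03, 0.20, 0.56 and -0.00. In SW480 andrographis, libraries of the same number thus deviated alike, which the main fit leaves out. Why they did was not tested.

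With only the 4 libraries of a comparison 0, 0, 37 and 1272 genes passed the adjusted threshold, and 0 were common at the adjusted p-value in either line.

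For gene lists, camera called 13, 9, 10 and 12 of 25 lists. The estimated correlation called 0, 0, 1 and 3, and fry called 8, 8, 16 and 11. The ferroptosis enrichment in SW480 cells fell to 0 among genes at the adjusted p-value and without FTH1 and FTL. Without NRF2 targets it was 0 in both lines, which follows from all common members being NRF2 targets.

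Leaving out 1 library at a time gave from 281 to 521, 257 to 660 and 1601 to 2655 genes at the threshold of the paper in SW480 curcumin, HCT116 curcumin and SW480 andrographis. At the adjusted threshold it gave 0 to 1, 0 to 0, 108 to 2192 and 44 to 72, and 3 to 1828 genes with a cell line difference with andrographis. Common genes at the threshold of the paper in HCT116 cells ran from 32 to 72, and at the adjusted p-value from 0 to 22 in SW480 and 0 to 5 in HCT116 cells. The ferroptosis enrichment in SW480 cells ran from 5.88 to 18.2. With andrographis GPX4 in SW480 cells ran from -0.57 to -0.43, and AIFM2 from 0.43 to 0.73 in SW480 and from 1.25 to 1.29 in HCT116 cells. GAPDH in SW480 cells ran from -0.037 to 0.014 with curcumin and from -0.064 to 0.059 with andrographis.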

Differences from the paper's values

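The paper's count of genes changed by both compounds was 174 in SW480 cells, against 54 here, and the paper's 179 in HCT116 cells stood against 45 here. No other setting chosen in advance closed these gaps; the nearest, a pseudocount of 0.1, gave 106 and 82. Matching by gene identifier (55 and 46) and protein-coding genes only (52 and 36), added later, did not close them.

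The paper's fold enrichment of ferroptosis in HCT116 cells was 14.4, against 31.4 here. A pseudocount of 0.1 (21.6), leaving out curcumin experiment control replicate 2 (19.6) and leaving out curcumin experiment treated replicate 1 (21.4) brought it within 1.5 times, and the other settings chosen in advance did not. The list without FTH1 and FTL, chosen after the values were seen, gave 17.5, but it drops 2 of the 4 genes. In SW480 cells the paper's 9.2 and the value here, 13.1, are within 1.5 times, but this depended on the setting. The SW480 value was 36.7 with a background of all genes listed, 25.3 with a pseudocount of 10 and 20.0 with no filter. Among genes at the adjusted p-value it was 0. In HCT116 cells the background of all genes listed gave 88.0. The paper's text does not name its background, so these enrichments may not be the same measure.

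The paper's number of genes at its threshold, as the sum of the circles in Fig. 3, read by eye, was about 3000 in SW480 cells with andrographis, against 1508 here. A pseudocount of 0.1 (2298) and leaving out treated replicate 1 (2655) came within 1.5 times. In HCT116 cells with curcumin it was about 550, against 302. No filter (462), a pseudocount of 0.1 (467), the replicate block (369) and leaving out control replicate 1 (455), control replicate 2 (660) or treated replicate 1 (595) came within 1.5 times. In HCT116 cells with andrographis it was about 1900, against 1177, and a pseudocount of 0.1 (1726), the replicate block (1293) and only the 4 libraries of the comparison (1286) came within 1.5 times. The remaining settings chosen in advance did not in any of these.

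For GPX4 in HCT116 cells the paper's RT-qPCR gave 40.5% of control with curcumin and 40.1% with andrographis, against 116% and 109% here. For AIFM2 (FSP-1) the paper's RT-qPCR gave about 58% in SW480 cells with curcumin, about 63% in SW480 cells with andrographis and about 76% in HCT116 cells with andrographis in Fig. 3, read by eye, against 129%, 149% and 241% here. No setting chosen in advance closed any of these gaps. RT-qPCR and RNA sequencing are different assays, and the percentages here are not relative to GAPDH, the housekeeping gene of the paper's RT-qPCR. In HCT116 cells GAPDH was at 106.1 and 109.7 FPKM in control and 82.88 and 73.78 FPKM in andrographis libraries. In the curcumin experiment it was at 508.8 and 598.9 FPKM in control and 589.2 and 632.3 FPKM in treated HCT116 libraries. In SW480 cells it stayed near its control level with both compounds. GAPDH in these libraries thus fell or changed too little to close these gaps, which argues against that scaling as their reason.

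In direction, the paper reports lower GPX4 in both lines with both compounds. Here GPX4 was at 106% of control in SW480 cells with curcumin and above control in HCT116 cells with both, while in SW480 cells with andrographis it was at 70.8%, beside the paper's 67.3%. None of these passed the adjusted threshold in the main fit. The paper reports lower FSP-1, while AIFM2 was above control here in all 4 comparisons. The paper's pathway of highest fold enrichment was ferroptosis in both lines. Of the 4 pathways of Fig. 3A tested here, mineral absorption was slightly higher in SW480 cells (14.0), and fructose and mannose metabolism and ABC transporters held no common gene; in HCT116 cells ferroptosis was highest of the 4. The members of these pathways came from general knowledge and can differ from those the authors used.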

Other observations

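Beyond the lists described with the results, andrographis moved several others in small parts. A few heat shock genes rose, with 3 of 17 up in SW480 cells (9 up and 1 down over the list alone), among them the chaperones FKBP4 by 0.88 (SE 0.13) and DNAJA1 by 0.72 (SE 0.13), and 2 up in HCT116 cells (3 over the list alone). The list was called by camera in limma (adjusted p = 1.3e-04 and 0.0015) and not with an estimated correlation (adjusted p = 0.357 and 0.374). A few replication histones fell, with 3 of 17 down in SW480 and 2 in HCT116 cells (6 and 3 over the list alone), such as the linker histone H1-3 by 2.25 (SE 0.30) in SW480 cells. Their camera test in limma gave adjusted p = 4.1e-05 and 0.0074, and adjusted p = 0.270 and 0.374 with an estimated correlation. In HCT116 cells 3 of 23 apoptosis genes rose (5 over the list alone), among them the BH3 protein PMAIP1 by 0.66 (SE 0.12) and the death receptor TNFRSF10A by 0.81 (SE 0.15). The limma camera value was adjusted p = 0.0218, adjusted p = 0.160 with an estimated correlation and adjusted p = 0.0519 without control replicate 2. In SW480 cells the survival gene BCL2L1 fell by 0.81 (SE 0.11), and the list was not called by limma camera (adjusted p = 0.495). With curcumin no apoptosis gene passed, and limma camera gave adjusted p = 0.950 in SW480 and 0.815 in HCT116 cells.

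Of 13 invasion and mesenchymal genes, 3 rose and 1 fell in HCT116 cells with andrographis (6 up and 1 down over the list alone). The member that fell was fibronectin FN1, by 1.55 (SE 0.16). Limma camera gave adjusted p = 0.0206, and adjusted p = 0.160 with an estimated correlation, and the call was lost with no filter or a filter at 10 FPKM. FN1 fell in SW480 cells as well, by 0.90 (SE 0.16). Of 15 NF-kB targets, 2 rose in SW480 cells with andrographis (6 over the list alone), the superoxide dismutase SOD2 by 1.14 (SE 0.10) and the chemokine CXCL2 by 0.73 (SE 0.12). Limma camera gave adjusted p = 0.0070, and adjusted p = 0.243 with an estimated correlation, and the call was lost with a filter at 10 FPKM or without control replicate 1. In HCT116 cells with andrographis 1 of the 15 rose, and limma camera called the list higher there too (adjusted p = 0.0356). With an estimated correlation limma camera did not call it there (adjusted p = 0.236). With curcumin none of 12 tested passed in either line by limma, and 2 fell in HCT116 cells over the list alone. There camera in limma called the list lower (adjusted p = 0.0087), but not with an estimated correlation (adjusted p = 0.209), nor without control replicate 2 or treated replicate 1 (adjusted p above 0.05 in both). The histone deacetylases HDAC1 and HDAC5 fell by 0.54 (SE 0.10) and 0.61 (SE 0.14) in HCT116 cells with andrographis, and the DNA methyltransferase DNMT1 rose by 0.65 (SE 0.11) in SW480 cells. In SW480 cells with curcumin the chaperone HYOU1 of the endoplasmic reticulum rose by 0.46 (SE 0.05). GAPDH, the internal control of the protein blots and the housekeeping gene of the RT-qPCR in the paper, did not pass in any comparison, and in HCT116 cells with andrographis it was lower by 0.46 (SE 0.12, limma adjusted p = 0.0635).

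The common response of both compounds could be an NRF2 response that includes ferritin and glutathione genes, rather than one specific to ferroptosis. With an estimated correlation the NRF2 targets were the 1 list called in SW480 cells with andrographis and among the 3 called in HCT116 cells, while 0 lists were called with curcumin by this limma camera test. For FTL, a common member in both lines, the summed rise of its pseudogenes was at most 4.75% of its own rise. Pseudogene reads counted as FTL are not excluded by this. Such a response may arise in cells under oxidative stress, including cells that approach ferroptosis, so expression alone does not tell protection from damage. Measuring NRF2 target genes with NFE2L2 knocked down, with and without ferrostatin-1, would separate these.

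Lower Wnt targets in SW480 cells with both compounds could be a shared effect on this pathway, in a line known to carry an APC mutation. The call of this list was lost with an estimated correlation (1 list called in SW480 andrographis, the NRF2 targets). In HCT116 cells limma camera called the list lower with curcumin, also not with an estimated correlation (adjusted p = 0.395), and did not call it with andrographis (adjusted p = 0.251). A reporter of beta-catenin activity under each compound would be a direct test.

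Genes called with 1 compound alone may in part reflect the libraries and not the compounds. The share of mitochondrial messages in control libraries differed by a ratio of 1696 or more between the experiments, so genes whose messages 1 preparation does not capture could be missed there. Treating the same cultures with each compound and with both, in 1 sequencing run, would remove this limit.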
